A study of Mus musculus with 18 samples.

How the data were processed

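RNA was measured in mouse intestinal organoids, which are epithelial structures grown in culture from intestinal stem and progenitor cells. The organoids came from C57BL/6 wild-type animals aged 8 weeks. There were 18 libraries, 3 for each of 6 time points from day 0 to day 5, and the series names 3 organoid lines, which the sample titles give as mouse 1, 2 and 3. Per the labels' protocols, each library pooled 30 wells, RNA was extracted with a purification kit made for single cells, and libraries were made with an Illumina TruSeq kit for mRNA. Replicate 1 of every day was not treated with DNase, which makes 6 untreated and 12 treated libraries. By the titles, replicate 1 came from mouse 1 and replicate 3 from mouse 3 at every day, and replicate 2 from mouse 2 at days 0, 3, 4 and 5, but from mouse 1 at days 1 and 2. Nothing else in the labels gives the mouse, so the pairing and the fits with the mouse as a factor rest on the titles, in which a slip cannot be excluded.

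The deposited values are RPKM, reads per kilobase of gene scaled to the reads of the library. The submitters' processing notes name bcl2fastq 2.17, STAR 2.5.2b and edgeR 3.20.5 with genome build mm10. They state no role or setting for these tools, and the gene annotation, the treatment of reads that match several genes, the use of strand and any scaling factor within the library size are not given in the sources used here. The table holds 24116 genes, of which 5381 are at 0 in all 18 libraries. There were 8 genes without a symbol and 4 with repeated symbols, which were kept under their Entrez numbers. Of the Entrez numbers, 24061 matched the RefSeq annotation of mm10, which gave the coordinates. Transcripts encoded by the mitochondrial genome were not analysed here.

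The depth of each library was recovered from the low values. Where reads are counted whole, the values of a gene are whole multiples of what 1 read is worth. A step was found for 11173 genes, where a value counted as whole within 0.02 of a read. With the exon length in the annotation, 793 of them gave the same depth within a relative tolerance of 2e-05, and this shared depth was taken. The implied library sizes were 43010000 to 53930000 reads, a ratio of 1.25 between the deepest and the shallowest. An RPKM of 1 therefore stands for 43 to 54 reads per kilobase. No pair of libraries held identical values, the highest correlation between any pair being 0.995.

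Tests were run with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with lmFit and eBayes with a trend, all 18 libraries in 1 model with a coefficient for each day. Genes with at least 1 RPKM in at least 3 libraries were kept, which left 11111. Fold changes are on the log2(RPKM + 1) scale, which understates the change of genes with low values. Tests are two-sided, p-values were adjusted with the Benjamini-Hochberg method over all genes tested, and a call is an adjusted p under 0.05. All 6 groups share 1 estimate of the spread because each has only 3 libraries, which come from 3 organoid lines, except at days 1 and 2, where 2 of them come from 1 line. The F test over all days, and the comparisons of each day with the day before and of day 5 with day 0 were chosen before the data were examined. The comparison of day 5 with day 1 was added after the steps of a single day were seen to give few calls.

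There were 28 gene lists, all fixed before the data were examined and none taken from this study. They cover markers of stem cells, Paneth cells, goblet cells, enteroendocrine cells, tuft cells and enterocytes, YAP targets, markers of fetal or regenerating epithelium, S phase, G2 and mitosis, Notch, Wnt targets, BMP targets, cholesterol synthesis, immediate early genes, interferon-stimulated genes, hypoxia, ATF4 targets and p53 targets. The other lists were markers of mesenchymal, immune, endothelial and red blood cells, and lists that bear on RNA quality, namely mitochondrial transcripts, nuclear long noncoding RNAs, ribosomal proteins, replication histones and sensory receptors. Lists with at least 5 tested members, 20 in all, were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. A list score is the mean over the list's tested members of log2(RPKM + 1), centred per gene over the 18 libraries.

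Named genes follow a rule fixed before the data were examined. It takes 20 marker genes at every day. It also takes, for each comparison, the 5 largest increases and 5 largest decreases among called genes whose 3 later values all lie on 1 side of the 3 earlier values and whose higher mean is at least 5 RPKM, leaving out pseudogenes and genes that have only a clone or a predicted gene name. From each list described it takes up to 4 called members with the largest change. Genes named outside this rule are said to have been chosen after their values were seen.

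On simulated data for day 1 against day 0, with 200 of 11111 genes changed, the limma test recovered 61% of the genes changed by 1 on the log2 scale and 98% of those changed by 2, and called 7 of the 10911 unchanged genes. In the simulated list test, a list of 20 genes shifted by 1 on the log2 scale had a camera p of 2.51e-31. The lowest p of 5 unshifted lists was 0.197. In the real lists the estimated correlation between genes was 0.257 (Notch) to 0.894 (S phase), against the preset 0.01. The simulation gives no value at such correlations, so it cannot show how often camera calls unshifted lists there.

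The replicate number pairs the libraries by organoid line at all 3 numbers for day 2 against day 1, day 4 against day 3, day 5 against day 4 and day 5 against day 0. It does so at numbers 1 and 3 only for the other comparisons. The pairing comes from the titles. Deviations from the day means had a median correlation of 0.17 over 45 pairs of libraries with the same number, with a range of -0.64 to 0.81. Over 90 pairs with different numbers the median was -0.08. The deviations of a day cancel out for each gene, so the second median is tied to the first and adds no separate evidence of pairing. Because of the first median, a fit with the replicate number as a block was run beside the main one. Other alternatives were pseudocounts of 0.1 and 2, no filter (18735 genes) and a filter at 5 RPKM (8249 genes), median-of-ratios rescaling, quantile normalization, limma without the trend, array weights, only the 2 days compared, the mouse as a factor, only the DNase-treated libraries, and leaving out each library in turn. Leaving out day 0 replicate 1, day 3 replicate 2 and day 4 replicate 3 together was added after seeing the data. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.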

Results

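The series followed the messenger RNA of mouse intestinal organoids through 5 days of growth, to describe how expression changes on each day of organoid development. There were 3 libraries at each of days 0, 1, 2, 3, 4 and 5. The medium held EGF, Noggin and R-spondin throughout. Wnt3a-conditioned medium at 20% and the ROCK inhibitor Y-27632 at 10 µM were added until day 3, and the GSK3 inhibitor CHIR99021 at 3 µM, which raises Wnt signalling, until day 1. The comparison of day 1 with day 0 thus spans the first day in CHIR99021, and days 4 and 5 follow the removal of Wnt3a and Y-27632, so the medium and the day change together. Libraries held an implied 43010000 to 53930000 reads, and 9953 to 10758 genes reached 1 RPKM. Values are RPKM as means ± SD of n = 3 libraries, and adjusted p-values come from limma.

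Expression differed between days for 2806 of the 11111 genes tested with limma's F test. Of these, 771 had their highest mean at day 0, 761 at day 1 and 865 at day 5, against 186 at day 2, 121 at day 3 and 102 at day 4. The lowest mean fell at day 0 for 978 genes, at day 1 for 709 and at day 5 for 647. Each library was also correlated, across genes, which are not independent replicates, with the mean of each day's other libraries. The 3 libraries of day 0 and those of day 5 each came closest to their own day. Of the 12 libraries of days 1 to 4, 10 did not. The mean of the own day held 2 libraries and those of the other days 3, which could lower the correlation with the own day. Some margins were small, as for day 1 replicate 1 (0.976 with its own day, 0.983 with day 2). Others were larger, as for day 4 replicate 3 (0.933 and 0.98). Replicates 1 and 3 of day 1 came closest to day 2, replicates 1 and 3 of day 2 to day 1 and replicate 2 of day 2 to day 3. Day 3 replicate 1 came closest to day 4 (0.991), replicate 2 to days 1 and 2 (both 0.978) and replicate 3 to day 2 (0.992). Day 4 replicate 1 came closest to day 5 (0.98) and replicate 3 to day 2 (0.98). The count over all days was 5047 without day 4 replicate 3, but 1677 without day 0 replicate 2, 1627 without day 0 replicate 3, 1830 without day 1 replicate 2 and 1829 without day 5 replicate 2. It was 4863 without day 0 replicate 1, day 3 replicate 2 and day 4 replicate 3 together. Within the 12 DNase-treated libraries alone it was 1398.

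**Figure D1:**
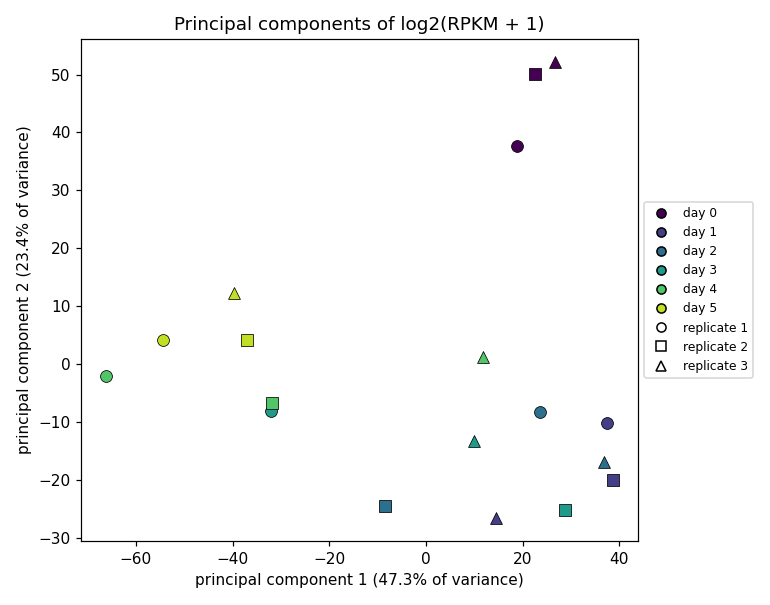
Principal components of log2(RPKM + 1) over the tested genes, with component 1 (47.3% of the variance) on the x axis and component 2 (23.4%) on the y axis. Each point is 1 of 18 libraries, coloured by day and shaped by replicate. The libraries of day 0 lie at 37.6 to 52.22 on component 2 and all others at 12.35 or below, and on component 1 the day 4 libraries spread from -66.12 to 11.83.

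Between day 0 and day 1, the crypt base stem cell markers Olfm4 and Lgr5 fell and most markers of fetal or regenerating epithelium rose. Olfm4, a secreted stem cell marker (Entrez 380924, chromosome 14, 80000302 to 80023141 in mm10), fell from 124 ± 16.8 to 5.09 ± 4.19 RPKM, a log2 change of -4.67 ± 0.80 (SE, adjusted p = 0.00122). Lgr5, the R-spondin receptor that marks these stem cells (Entrez 14160, chromosome 10, 115450314 to 115587780), fell from 20.6 ± 16.8 to 1.75 ± 1.3 RPKM (log2 change -2.40 ± 0.73, adjusted p = 0.0316). At day 0 it was at 28.3 and 32 RPKM in replicates 2 and 3 but at 1.33 in replicate 1, below the 2.64 of day 1 replicate 1. Its adjusted p was 0.142 without day 0 replicate 2, 0.151 without day 0 replicate 3, 0.138 without day 1 replicate 3 and 0.0546 without day 1 replicate 2. It was 0.058 with the mouse as a factor, 0.0518 with a pseudocount of 0.1, 0.0578 with no filter and 0.119 with only the 2 days compared. Of the 17 stem cell markers tested, 3 fell, 1 rose (Ascl2, a Wnt-driven transcription factor) and 13 did not pass. Adjusted over the list alone, 6 fell and 1 rose. The Ascl2 call (2.8 ± 2.2 to 9.71 ± 1.4 RPKM, adjusted p = 0.0477) was lost without any 1 of 11 libraries, with the highest adjusted p, 0.2, without day 0 replicate 1. The list as a whole did not pass camera (adjusted p = 0.184). Its score was -0.35 in day 0 replicate 1 but 0.85 and 1.04 in replicates 2 and 3. At day 1 it was 0.26, -0.01 and -0.57 in replicates 1 to 3. The list was not tested without day 0 replicate 1.

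Of 15 tested markers of fetal or regenerating epithelium, 11 rose and none fell at day 1 (12 adjusted over the list alone), with a median log2 change of 3.75. S100a6, a calcium-binding protein, rose from 11.9 ± 15.9 to 905 ± 414 RPKM (log2 change 6.78 ± 0.91, adjusted p = 0.000207), and Msln, mesothelin, from 0.0955 ± 0.0424 to 122 ± 101 RPKM. Ly6a, the Sca-1 antigen of regenerating epithelium (Entrez 110454, chromosome 15, 74994877 to 74998031), rose from 0.546 ± 0.653 to 42.6 ± 14.5 RPKM (log2 change 4.85 ± 1.00, adjusted p = 0.00406), and Anxa1, an annexin, from 1.31 ± 2.04 to 32.3 ± 11.5 RPKM. Clu, the clusterin gene that marks revival stem cells, rose from 0.67 ± 0.978 to 29.9 ± 24.3 RPKM (adjusted p = 0.0131), with adjusted p = 0.0503 without day 0 replicate 3 and 0.0621 without day 1 replicate 2. The camera adjusted p of the list was 4.65e-08, and 0.815 with an estimated correlation.

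Of 14 tested targets of the co-activator YAP, 6 rose, 1 fell and 7 did not pass at day 1 (10 rose and 2 fell adjusted over the list alone). Ajuba, a LIM protein that binds the Hippo kinase LATS, rose from 1.89 ± 0.775 to 23.9 ± 5.66 RPKM (log2 change 3.12 ± 0.63, adjusted p = 0.00361). Ctgf (Ccn2), a matricellular protein, rose from 0.0974 ± 0.115 to 3.82 ± 2.44 RPKM (adjusted p = 0.0259), but its adjusted p was 0.0738 and 0.0757 without day 0 replicates 2 and 3, and 0.11 and 0.0655 without day 1 replicates 2 and 3. Gadd45a, a DNA damage response gene, fell from 34.5 ± 7.96 to 14.1 ± 5.2 RPKM (adjusted p = 0.011, and 0.05 without day 1 replicate 1, which ended the call). In the DNase-treated libraries its log2 change was -0.86, against -1.26, and the call was also lost (adjusted p = 0.136). Cyr61 (Ccn1) was at 11.7 ± 4.01 and 5.71 ± 2.11 RPKM (adjusted p = 0.236). Yap1 itself (chromosome 9, 7931999 to 8004638) was at 11.7 ± 0.658 RPKM at day 0 and between 10.1 ± 0.218 and 13.5 ± 2.37 RPKM on the later days (F test adjusted p = 0.423). The camera adjusted p of the YAP list was 0.0205, with 0.893 with an estimated correlation, 0.111 with no filter, 0.738 with the filter at 5 RPKM and 0.0791 without day 1 replicate 3.

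Of 26 enterocyte markers, 5 rose and none fell at day 1. Alpi, the intestinal alkaline phosphatase of the brush border, rose from 33.1 ± 19.6 to 551 ± 173 RPKM (log2 change 4.14 ± 0.55, adjusted p = 0.000205), Apoa1, an apolipoprotein, from 13.3 ± 10.3 to 404 ± 346 RPKM, and Krt20, a keratin of differentiated cells, from 34.3 ± 49.9 to 397 ± 220 RPKM. Fabp1, the fatty acid-binding protein, was at 398 ± 20.7 and 1660 ± 940 RPKM (adjusted p = 0.0602), and came past the threshold without day 2 replicate 2 (0.0323), day 3 replicate 1 (0.0479), day 3 replicate 2 (0.0476), day 4 replicate 1 (0.0418) or day 4 replicate 3 (0.0318). Fabp1 was also called with only the 2 days compared (0.0104), after quantile normalization (0.0234) and with array weights (0.00299). The same held without day 0 replicate 1, day 3 replicate 2 and day 4 replicate 3 together (0.0474). The list had a camera adjusted p of 0.0205, with 0.893 with an estimated correlation, 0.118 with the mouse as a factor, 0.07 with the filter at 5 RPKM, and 0.0643 and 0.176 without day 0 replicate 3 and without day 1 replicate 3. Of 19 goblet cell markers 2 rose and 2 fell, Zg16, a zymogen granule protein, going from 1.24 ± 0.793 to 54.5 ± 32.2 RPKM and Spink4, a secreted protease inhibitor, from 148 ± 76.4 to 36.9 ± 7.08 RPKM (adjusted p = 0.0102, and 0.0576 without day 0 replicate 3). Of 18 Paneth cell markers 3 fell and 1 rose, Itln1, intelectin 1, going from 500 ± 151 to 62.6 ± 18.3 RPKM (adjusted p = 0.000783). Adjusted over the list alone, the counts were 5 enterocyte markers higher, 2 goblet markers higher and 2 lower, and 1 Paneth marker higher and 3 lower, and neither the goblet list (camera adjusted p = 0.505) nor the Paneth list (0.372) passed.

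Of 18 immediate early genes, which respond within minutes to growth factors and to tissue dissociation, 10 fell and none rose, with Fosb going from 16.2 ± 11.4 to 0.16 ± 0.0688 RPKM, Jun from 78.6 ± 4.42 to 7.27 ± 1.96, Egr1 from 96.8 ± 1.66 to 15.4 ± 5.78 and Fos from 182 ± 102 to 30.3 ± 12.7 (camera adjusted p = 5.7e-06, and 0.815 with an estimated correlation). Adjusted over the list alone, 10 fell and 1 rose. Of 20 hypoxia and glycolysis genes, 11 fell and none rose (12 fell adjusted over the list alone), among them the mitophagy gene Bnip3, from 10.1 ± 5.18 to 1.18 ± 0.459 RPKM, and Ankrd37, from 11.8 ± 5.73 to 2.81 ± 0.823 RPKM (camera adjusted p = 4.9e-05, and 0.815 with an estimated correlation). Of 13 Notch genes 3 fell, the target Hes1 from 58.8 ± 9.92 to 21 ± 3.76 RPKM (log2 change -1.44 ± 0.21, adjusted p = 0.000371), the receptor Notch1 from 9.93 ± 2.63 to 3.15 ± 1.08 and the feedback inhibitor Nrarp from 10.1 ± 6.08 to 3.59 ± 0.688, while the list did not pass camera (adjusted p = 0.0603). The Nrarp call (adjusted p = 0.00876) was lost with only the 2 days compared (0.0517).

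In all, 1060 genes were higher and 1005 lower at day 1 than at day 0, 389 and 335 of them by at least 2-fold on the log2(RPKM + 1) scale. By the naming rule, the 5 largest increases were S100a6, Msln, the xenobiotic-metabolising Cyp1a1 (1 ± 0.731 to 142 ± 59 RPKM, adjusted p = 0.00012), the lectin Lgals3 (13.8 ± 16.2 to 454 ± 260) and the annexin Anxa10 (0.134 ± 0.046 to 48.7 ± 24.8). The 5 largest decreases were Olfm4, the thyroid hormone carrier Ttr (42.1 ± 12.7 to 1.59 ± 0.167, adjusted p = 1.33e-06), the metallothionein Mt2 (1980 ± 700 to 135 ± 71.7), Fosb and the stress gene Nupr1 (88.4 ± 62.7 to 6.99 ± 5.12, adjusted p = 0.0172). The Nupr1 call was lost without day 0 replicate 2 (adjusted p = 0.0616), day 0 replicate 3 (0.0836), day 1 replicate 1 (0.0581) or day 1 replicate 3 (0.0653). Counts of higher and lower genes were 632 and 656 without day 0 replicate 2, 651 and 623 without day 0 replicate 3, 668 and 655 without day 1 replicate 2, and 587 and 589 without day 1 replicate 3.

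No gene passed between day 1 and day 2 or between day 2 and day 3 in limma, where 263 and 48 genes had an unadjusted p under 0.05. The lists that moved against the other genes from day 1 to day 2 included enteroendocrine markers (median log2 change -0.79, camera adjusted p = 2.89e-09), cholesterol synthesis (0.30, 2.26e-10) and goblet cell markers (0.53, 5.37e-07), each with an adjusted p of 0.233 with an estimated correlation. Adjusted over the list alone, 8 of 19 enteroendocrine genes were lower and 1 higher, 3 of 19 goblet genes were higher, and no cholesterol gene passed. Chga, chromogranin A of enteroendocrine cells, was at 24.6 ± 5.78 and 11.6 ± 3.59 RPKM. From day 2 to day 3 the 18 Paneth cell markers had a median log2 change of 0.90 (camera adjusted p = 1.73e-34, 0.00648 with an estimated correlation, and 0.192 with fry), 7 of them higher adjusted over the list alone. Defa24, an alpha-defensin (Entrez 503491, chromosome 8, 21734494 to 21735471), was at 39.8 ± 15.2 RPKM at day 2 and 228 ± 143 RPKM at day 3 (log2 change 2.25 ± 0.53), and Lyz1, lysozyme, at 20.1 ± 10.8 and 62.3 ± 43.2 RPKM. Without day 3 replicate 2, 2 genes were higher at day 2 than at day 1 and 2 higher at day 3 than at day 2. The Defa24 adjusted p was then 0.0171.

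From day 3 to day 4, the genes that rose were 4 alpha-defensins, the antimicrobial peptides of Paneth cells. Defa21 went from 0.445 ± 0.559 to 5.34 ± 3.55 RPKM (log2 change 2.06 ± 0.30), Defa22 from 0.547 ± 0.732 to 5.58 ± 3.52 and Defa26 from 1.3 ± 1.19 to 7.53 ± 1.88. The other was Defa34, named because the count is small, from 0.0771 ± 0.0668 to 1.24 ± 0.621 RPKM. All 4 had an adjusted p of 0.0395. The alpha-defensins are near-identical copies in a cluster, so the split of reads between them is uncertain. No gene fell, and 541 genes had an unadjusted p under 0.05. Of 18 Paneth cell markers 3 rose and 15 did not pass, with 12 higher adjusted over the list alone, a median log2 change of 1.46 and a camera adjusted p of 6.8e-30 (0.0117 with an estimated correlation). The enterocyte list (median log2 change 0.98, camera adjusted p = 9.83e-11) and the goblet list (0.62, 1.55e-10) had adjusted p of 0.526 and 0.156 with an estimated correlation. The ATF4 list (median log2 change -0.80, camera adjusted p = 8.75e-08) and the ribosomal list (-0.21, 0.000258) moved down. So did G2 and mitosis (-0.43, 0.000345) and the fetal list (-1.07, 0.00174). The G2 and mitosis median was 0.0 without day 4 replicate 1 (camera adjusted p = 0.966) and -0.09 in the DNase-treated libraries (0.524). The fetal median was -0.39 without day 3 replicate 2 (0.499) and -1.0 with array weights (0.291). With an estimated correlation the adjusted p was 0.526 for ATF4 and 0.777 for the other falling lists. The ATF4 score of day 3 replicate 2 was 1.45, against -0.23 and 0.06 in replicates 1 and 3. Without day 0 replicate 1, day 3 replicate 2 and day 4 replicate 3 together, the ATF4 median was -0.4 (camera adjusted p = 0.159). The ribosomal median was -0.1 without day 3 replicate 2 (0.153). The gene calls of this step depended on single libraries and settings. With array weights 1034 genes were higher and 2436 lower. The weight of day 4 replicate 2 was 8.56, against 0.44 and 0.25 for replicates 1 and 3. These calls thus rest mostly on 1 library of day 4. The count was 0 after either rescaling, with a pseudocount of 0.1, in the 12 DNase-treated libraries or without any 1 of 16 libraries. For Defa21 the adjusted p was 0.0704 after median-of-ratios rescaling and 0.109 after quantile normalization. It was 0.361 with a pseudocount of 0.1 and 0.0595 in the DNase-treated libraries. Without any 1 of the 16 libraries it lay between 0.0664 (without day 5 replicate 3) and 0.252 (without day 3 replicate 2). The exceptions were day 4 replicate 2 and day 3 replicate 1, and 8 genes were higher and 1 lower without day 3 replicate 1.

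From day 4 to day 5, 21 genes rose and none fell, with 454 at an unadjusted p under 0.05. Among them, 6 were on the Paneth list, 3 on the hypoxia list and 1 on the goblet list. Of 18 Paneth cell markers 6 rose (12 adjusted over the list alone), Defa21 reaching 30 ± 3.48 RPKM (log2 change 2.43 ± 0.30, adjusted p = 0.00147), Defa22 22.8 ± 2.12 RPKM, and the defensin-like Gm14851 going from 3.36 ± 3.21 to 40.9 ± 13.5 RPKM. The list had a median log2 change of 1.56 (camera adjusted p = 6.25e-36, and 0.00392 with an estimated correlation). Of 20 hypoxia genes 3 rose and 17 did not pass, with 16 higher adjusted over the list alone, a median log2 change of 1.06 and a camera adjusted p of 1.14e-37 (0.00392 with an estimated correlation). Ankrd37 rose from 2.32 ± 0.529 to 26 ± 11.7 RPKM (log2 change 2.92 ± 0.39, adjusted p = 0.00295), Bnip3 from 1.09 ± 0.564 to 7.53 ± 1.71, and Egln3, a prolyl hydroxylase of hypoxia-inducible factor, from 10.6 ± 3.77 to 45.5 ± 15.8. The largest increase was Slc16a3, the lactate transporter MCT4, from 2.81 ± 2.07 to 52.2 ± 19.9 RPKM (log2 change 3.87 ± 0.61, adjusted p = 0.0124). Mir147 (7.19 ± 1.67 to 83.5 ± 25.1 RPKM) and AA467197 (4.58 ± 0.984 to 44.8 ± 5.79 RPKM) also rose and overlap on the genome, so their reads cannot be told apart. Ccl6, a chemokine on the goblet list, was the 1 goblet marker that rose (1.93 ± 1.03 to 10.4 ± 1.69 RPKM).

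These late calls depended on single libraries and settings. With only the 2 days compared, 2 genes were higher. The adjusted p was then 0.107 for Ankrd37, Bnip3 and Slc16a3, 0.166 for Defa21, 0.332 for Defa22, 0.129 for Gm14851, 0.223 for Egln3 and 0.124 for Ccl6. With a pseudocount of 0.1 it was 0.341 for Defa21, 0.752 for Defa22, 0.0876 for Gm14851, 0.077 for Egln3, 0.0617 for Mir147 and 0.0574 for Bnip3, Ccl6 and Slc16a3. The number of genes higher at day 5 than at day 4 was 49 without day 4 replicate 1, 9 without day 4 replicate 2, 8 without day 4 replicate 3, 8 without day 5 replicate 2 and 10 without day 5 replicate 3. Slc16a3 had an adjusted p of 0.0623 without day 4 replicate 2, 0.0833 without day 4 replicate 3, 0.096 without day 5 replicate 2 and 0.077 without day 5 replicate 3. Bnip3 had 0.0528 without day 4 replicate 3 and 0.06 without day 5 replicate 2. Defa22 had 0.0623 and 0.0833 without day 4 replicates 2 and 3, and 0.106 and 0.077 without day 5 replicates 2 and 3. Mir147 had 0.0717 and 0.0833, and 0.103 and 0.077, without the same libraries. Egln3 was above 0.05 without any 1 of 10 libraries, the highest being 0.281 without day 5 replicate 2. In the 12 DNase-treated libraries, AA467197 had an adjusted p of 0.061, Mir147 0.0745 and Egln3 0.129.

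**Figure D2:**
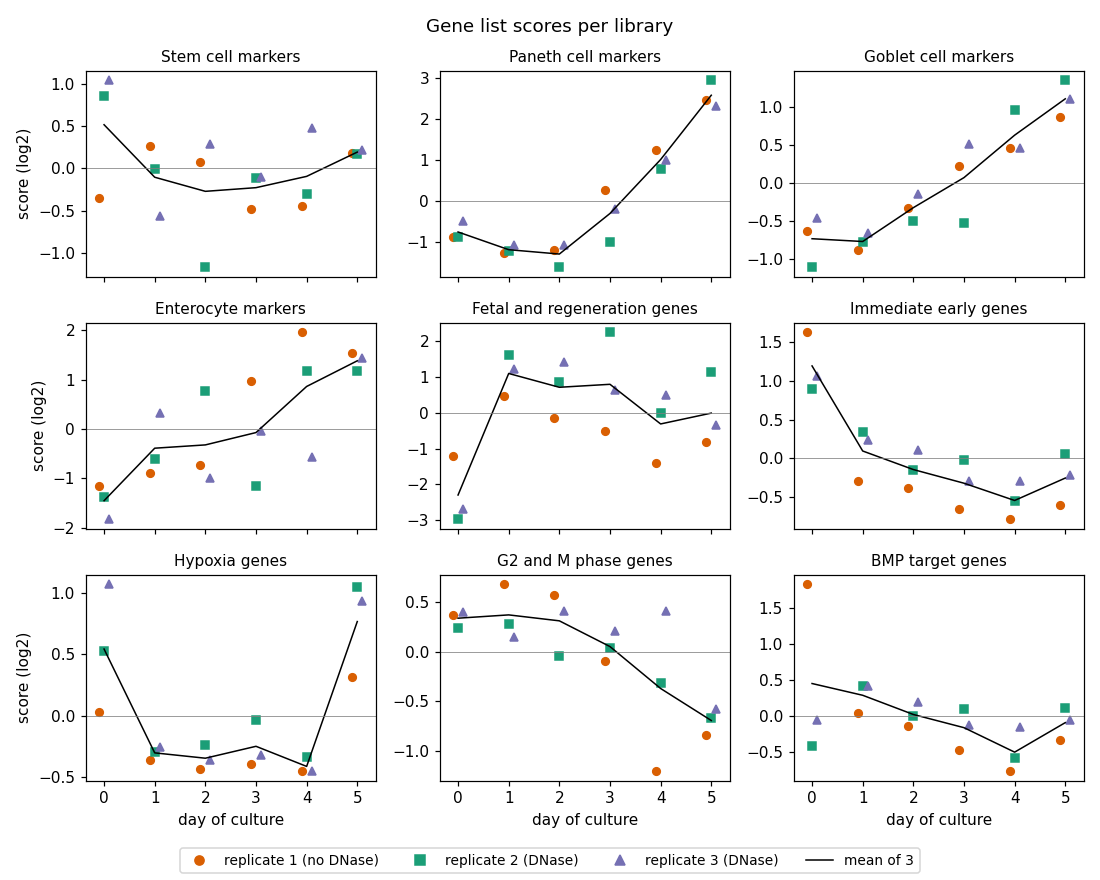
Scores of 9 gene lists (mean centred log2(RPKM + 1) of the tested members, y axis) against the day of culture (x axis). Each point is 1 library, shaped by replicate, and lines join the means of 3 libraries. The Paneth cell score lies at 2.32 to 2.95 in the day 5 libraries and at 1.25 or below in all others, and the BMP target score of day 0 replicate 1 (1.83) stands above the other 17 libraries.

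Over the whole course, day 5 against day 0, most Paneth, goblet and enterocyte markers were higher, enteroendocrine markers were not, and most genes of G2 and mitosis were lower. Of 18 Paneth cell markers 16 rose and none fell, also when adjusted over the list alone (median log2 change 4.12, camera adjusted p = 1.03e-21, and 0.0401 with an estimated correlation). Defa24 rose from 97.8 ± 47.5 to 1740 ± 265 RPKM (log2 change 4.26 ± 0.53, adjusted p = 0.000146), Defa30 from 2.2 ± 0.724 to 308 ± 86.7 and Lyz1 from 38.6 ± 11.5 to 267 ± 84.8 RPKM (adjusted p = 0.0072, and 0.0693 in the DNase-treated libraries alone). Of 19 goblet cell markers 13 rose and none fell (14 adjusted over the list alone), with Zg16 at 273 ± 66.9 RPKM at day 5, the chloride channel regulator Clca1 going from 0.27 ± 0.274 to 35.2 ± 19.5 and the trefoil factor Tff3 from 135 ± 63.9 to 798 ± 216 (camera adjusted p = 2.14e-12, and 0.0976 with an estimated correlation). Muc2, the main intestinal mucin, was at 2.69 ± 1.68 and 8.72 ± 6.32 RPKM (adjusted p = 0.132). Of 26 enterocyte markers 20 rose and none fell (22 adjusted over the list alone), Apoa1 reaching 2170 ± 410 RPKM, Fabp1 9220 ± 1040 (log2 change 4.52 ± 0.68, adjusted p = 0.000594) and the retinol-binding protein Rbp2 going from 107 ± 37.6 to 2210 ± 682 (camera adjusted p = 1.67e-13, and 0.478 with an estimated correlation). Atoh1, the transcription factor of the secretory lineage, rose from 1.16 ± 0.43 to 3.8 ± 0.446 RPKM (adjusted p = 0.00689).

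Of 20 genes of G2 and mitosis, 15 fell and none rose from day 0 to day 5 (19 adjusted over the list alone), with the proliferation marker Mki67 going from 58.5 ± 7.4 to 17.5 ± 8.32 RPKM (log2 change -1.79 ± 0.41, adjusted p = 0.00952, and 0.0553 without day 5 replicate 1) and the kinesin Cenpe from 14.1 ± 0.366 to 4.35 ± 1.35 RPKM (adjusted p = 0.00218). The list had a camera adjusted p of 5.01e-06, and 0.743 with an estimated correlation. Of 20 S phase genes 4 fell (1 adjusted over the list alone), the ribonucleotide reductase subunit Rrm2 from 63.3 ± 8.71 to 20.2 ± 0.263 RPKM (camera adjusted p = 0.00071, and 0.82 with an estimated correlation). Of 18 immediate early genes 10 were lower than at day 0 and 8 did not pass, with Fos at 5.29 ± 2.26 and Egr1 at 3.78 ± 1.92 RPKM at day 5 (camera adjusted p = 1.22e-05, and 0.54 with an estimated correlation). Of 15 fetal or regeneration markers, 7 were higher at day 5 than at day 0 (9 adjusted over the list alone). S100a6 was at 179 ± 165 RPKM at day 5, and Clu at 71.1 ± 82.3 RPKM (camera adjusted p of the list 1.05e-05, and 0.644 with an estimated correlation). These means rest on day 5 replicate 2, with S100a6 at 369 RPKM against 75.7 and 92 in the others. Clu was at 165 RPKM there against 12.3 and 35.9, and the list score was 1.15 against -0.82 and -0.35. With the replicate block, Ly6a was called higher (adjusted p = 0.0357, against 0.0573) and Cyr61 lower (0.0282, against 0.0514). Ly6a was also called without day 3 replicate 1 (0.0315), day 3 replicate 2 (0.0245), day 4 replicate 1 (0.0473) or day 4 replicate 3 (0.0416). It was called with a pseudocount of 0.1 (0.019), after median-of-ratios rescaling (0.0452) and with only the 2 days compared (0.0185). The mouse as a factor (0.032), array weights (0.000112) and leaving out day 0 replicate 1, day 3 replicate 2 and day 4 replicate 3 together (0.0166) also gave the call. Cyr61 was called without day 2 replicate 3 (0.0489), day 3 replicate 1 (0.0432), day 4 replicate 1 (0.0432), day 4 replicate 3 (0.0405) or day 5 replicate 2 (0.0131). It was also called with a pseudocount of 2 (0.041), after quantile normalization (0.0464) and with the mouse as a factor (0.0305).

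The stem cell markers as a list did not differ between day 5 and day 0 by more than other genes (1 of 17 fell, camera adjusted p = 0.6). This result may depend on day 0 replicate 1, with a stem score of -0.35 against 0.85 and 1.04 in replicates 2 and 3. The day 5 libraries lay at 0.17 to 0.22, below those replicates and above replicate 1. The list was not tested without day 0 replicate 1. Olfm4 was at 446 ± 116 RPKM at day 5 (adjusted p = 0.101, but 0.0174 without day 2 replicate 2, 0.00116 with only the 2 days compared and 0.00308 with array weights) and Lgr5 at 5.14 ± 0.885 (log2 change -1.11 ± 0.73, adjusted p = 0.253). Without day 0 replicate 1, the library with low Lgr5, the Lgr5 change was -2.35 (adjusted p = 0.00271). Hes1 was lower at day 5 (38.4 ± 4.76 RPKM, log2 change -0.60 ± 0.21, adjusted p = 0.0479). Its adjusted p was above 0.05 without any 1 of 13 libraries and reached 0.172 without day 5 replicate 1 and 0.217 in the DNase-treated libraries. The Notch ligand Dll1 was at 12.1 ± 2.57 and 16.7 ± 3.73 RPKM (adjusted p = 0.162), the Wnt target Axin2 at 29.2 ± 11.9 and 19.6 ± 3.11 (0.554) and Chga at 23 ± 10.7 and 17.2 ± 1.59 (0.53). Of the remaining lists, cholesterol synthesis (3 of 20 rose, camera adjusted p = 0.00668) and ribosomal proteins (2 of 81 fell, 0.0283) passed camera, with 0.787 and 0.963 with an estimated correlation. Cholesterol synthesis had 0.274 after quantile normalization. The ribosomal list had 0.0839 after median-of-ratios rescaling, 0.122 without day 0 replicate 3, 0.0615 without day 5 replicate 2 and 0.278 without day 5 replicate 3. Enteroendocrine (1 of 19 rose), YAP (2 of 14 rose and 1 fell), Notch (1 of 13 rose and 3 fell), Wnt (1 of 14 rose and 1 fell), interferon (2 of 9 rose), hypoxia (1 of 20 rose), p53 (2 of 20 rose and 1 fell) and replication histone genes (1 of 5 rose and 1 fell) did not pass as lists, although the hypoxia list had an adjusted p of 0.0481 with the replicate block, against 0.066 without it, and no member of the ATF4 list or of the 7 tested BMP targets passed.

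In all, 1268 genes were higher and 1446 lower at day 5 than at day 0, 631 and 308 of them by at least 2-fold. By the naming rule, the 5 largest increases were Apoa1, the C-type lectins Reg1 (22 ± 14.4 to 3480 ± 1590 RPKM, log2 change 7.45 ± 1.36, adjusted p = 0.0025) and Reg3a (2.25 ± 0.571 to 499 ± 118), Zg16 and Isx, an intestinal homeobox factor (0.0504 ± 0.0252 to 112 ± 46.5). The largest decreases were Fos, Egr1, Fosb, Mt2 (to 188 ± 69) and Jun (to 7.54 ± 1.24). The median of all genes lay at -0.171 on the log2 scale at day 5 against day 0. After median-of-ratios rescaling it was at -0.024, and 56.7% of the called genes were higher, against 46.7% without rescaling. After quantile normalization the median was -0.109 and 43.9% were higher. Counts of higher and lower genes were 815 and 497 within the 12 DNase-treated libraries, 610 and 275 without day 5 replicate 1, 741 and 611 without day 0 replicate 2, 816 and 655 without day 0 replicate 3, and 816 and 740 without day 5 replicate 2.

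**Figure D3:**
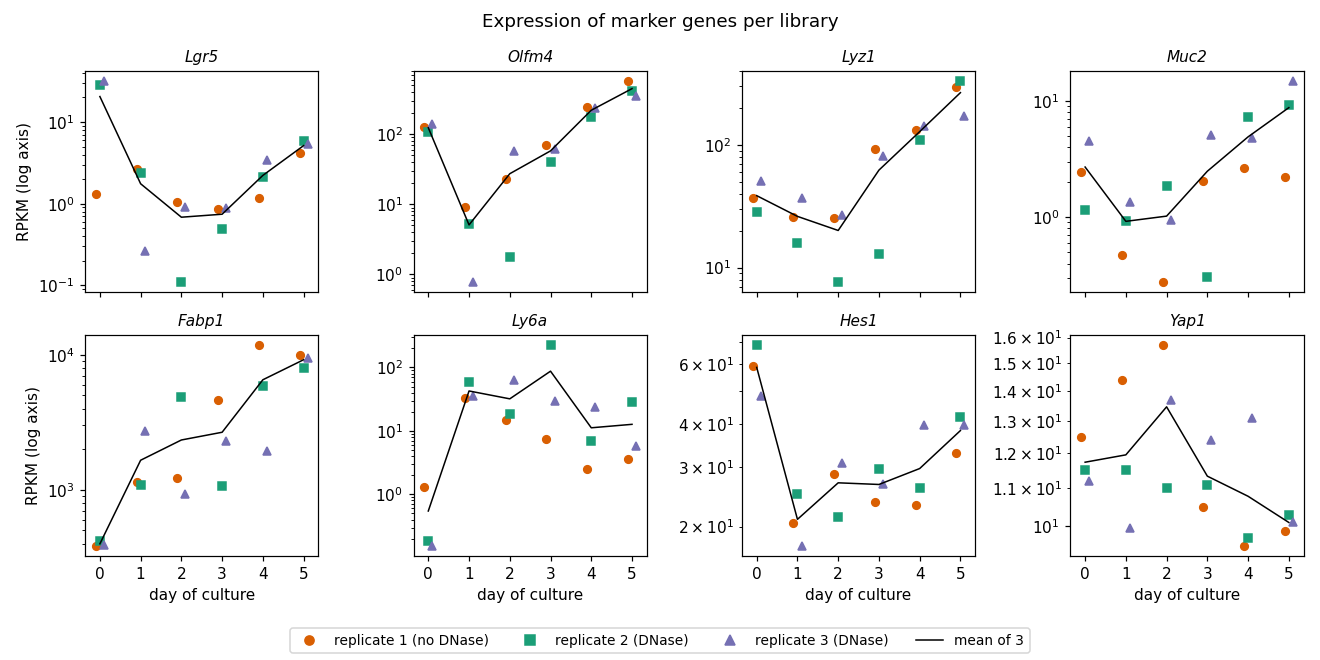
RPKM of 8 marker genes (y axis, log scale) against the day of culture (x axis), with 1 point per library, shaped by replicate, and a line through the means of 3 libraries. Lgr5 of day 0 replicate 1 lies at 1.33 RPKM against 28.3 and 32 in the other day 0 libraries, Olfm4 has its lowest mean at day 1 (5.09) and its highest at day 5 (446), and the means of Yap1 stay between 10.1 and 13.5.

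Day 5 against day 1, a comparison added after the data were examined, sets the end of the course against the state after 1 day. Stem cell marker Olfm4 rose (log2 change 6.49 ± 0.80, adjusted p = 0.000156) and was the 1 member of 17 stem markers called. Lgr5 (log2 change 1.29 ± 0.73, adjusted p = 0.183) was called higher without day 0 replicate 1 (0.0201), in the DNase-treated libraries (0.0314), with only the 2 days compared (0.0255), with array weights (0.0211) and without day 0 replicate 1, day 3 replicate 2 and day 4 replicate 3 together (0.014). Of 18 Paneth markers 17 rose (camera adjusted p = 5.8e-25, and 0.0239 with an estimated correlation), of 19 goblet markers 17 rose (1.82e-13, and 0.0726) and of 26 enterocyte markers 10 rose (8.09e-07, and 0.708). Spink4 went from 36.9 ± 7.08 to 794 ± 109 RPKM and the enzyme trehalase, Treh, from 4.51 ± 1.61 to 104 ± 24.7. Of 20 genes each, 18 of G2 and mitosis and 11 of S phase fell (camera adjusted p = 2.31e-06 and 4.29e-05, both 0.708 with an estimated correlation), and 13 of 20 hypoxia genes rose (1.41e-08, and 0.308), among them the carbonic anhydrase Car9, from 26 ± 2.52 to 135 ± 19.7 RPKM. Adjusted over the list alone, 17 Paneth, 17 goblet, 12 enterocyte and 14 hypoxia genes were higher, and 20 G2 and mitosis and 18 S phase genes lower, with 1 goblet gene also lower. In the Notch list 4 rose and 1 fell, with Hes1 (21 ± 3.76 to 38.4 ± 4.76 RPKM, adjusted p = 0.0107), Dll1 (8.32 ± 0.791 to 16.7 ± 3.73, 0.0111), Atoh1 (0.0122) and Nrarp (0.00369) higher. The Atoh1 call was lost in the DNase-treated libraries (adjusted p = 0.081). The YAP targets Ajuba (23.9 ± 5.66 to 2.91 ± 2.29 RPKM, adjusted p = 0.00754) and Asap1 (4.2 ± 1.49 to 0.891 ± 0.28, 0.00506) were among 4 of 14 that fell. Of 14 Wnt targets 1 rose and 4 fell, and the list did not pass camera (adjusted p = 0.757). Mmp7 rose from 3.86 ± 1.68 to 31.7 ± 10.8 RPKM (adjusted p = 0.00409, and 0.0504 in the DNase-treated libraries). Tcf7 fell from 7.06 ± 0.593 to 1.83 ± 0.227 RPKM (adjusted p = 0.0154, and 0.0557 in the DNase-treated libraries). Rnf43 fell from 19.9 ± 3.49 to 7.46 ± 1.56 RPKM (adjusted p = 0.0447, and 0.0619 in the DNase-treated libraries). Cd44 went from 16.3 ± 4.95 to 5.35 ± 1.03 RPKM (adjusted p = 0.0469, and 0.0533 with the replicate block), a call lost without any 1 of 10 libraries (highest adjusted p 0.136, without day 1 replicate 2). Of the 57 list calls over all comparisons, 6 held with an estimated correlation, those of the Paneth list from day 2 to 3, 3 to 4, 4 to 5, 0 to 5 and 1 to 5 and of the hypoxia list from day 4 to 5.

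In this comparison 1308 genes were higher and 1785 lower. By the naming rule, the largest increases were Reg1, Reg3a, Defa30, Olfm4 and Reg3b (2.07 ± 1.88 to 254 ± 222 RPKM). The largest decreases were Cyp1a1 (142 ± 59 to 0.669 ± 0.295 RPKM, adjusted p = 0.000143), Lgals3 (to 24.9 ± 16.3), the skeletal actin Acta1 (259 ± 103 to 18.8 ± 6.47), the alkaline phosphatase Akp3 (828 ± 332 to 108 ± 64.9) and the aldo-keto reductase Akr1b8 (136 ± 52.4 to 18.1 ± 11.2). The median of all genes was at -0.153, and at -0.013 after median-of-ratios rescaling, where 54.6% of called genes were higher against 42.3% without it. After quantile normalization the median was -0.089 and 44.9% were higher. Counts of higher and lower genes were 861 and 821 within the DNase-treated libraries, 827 and 647 without day 1 replicate 1, 805 and 846 without day 1 replicate 2, and 867 and 863 without day 5 replicate 3. The number lower was 731 without day 5 replicate 1 and 919 without day 5 replicate 2.

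Markers of other cell types were near the floor. Over 15 mesenchymal, 15 immune and 10 endothelial markers, the median of the day means was at most 0.00559, 0.0155 and 0.0158 RPKM, and the highest mean of a single marker was 3.19, 3.02 and 3.8 RPKM. Red blood cell transcripts reached 0.0365 RPKM at most. Of the tuft cell markers only 3 could be tested, and Dclk1 was at 0.106 ± 0.0467 RPKM at day 0 and 0.105 ± 0.0158 at day 5. Between them it was lower, at 0.00824 ± 0.0042 RPKM at day 1 and 0.00922 ± 0.0105 at day 2, and it was not tested. Ankrd1, a YAP target below the filter, was at 0 in the libraries of day 0 and at 3.05 ± 4.25 RPKM at day 5. The day 5 mean rests on replicate 2, at 7.94 RPKM against 0.271 and 0.936 in replicates 1 and 3. The mean over 1423 sensory receptor genes, a measure of genomic background, was 0.000346 to 0.00143 RPKM per library, and 0.000701 to 0.00143 in the 6 libraries without DNase treatment. Of the nuclear long noncoding RNAs 2 could be tested, and the highest day mean was 41.8 RPKM, at day 1.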

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

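The alternatives were chosen before the data were examined, with the following exceptions. The replicate block was run because of the correlations of the deviations from the day means. Leaving out day 0 replicate 1, day 3 replicate 2 and day 4 replicate 3 together was added after seeing the data. So was the whole comparison of day 5 with day 1. Where no cause is named, the cause was not tested. Of 205 calls on named genes, 105 were kept under every alternative run and 88 were lost without some 1 library. Changes of named genes that had not passed came past the threshold in 64 cases, 23 of them with array weights. With these weights, from 0.25 to 8.56, the mean of day 4 rests mostly on 1 library. Of 57 list calls, 5 were kept under every alternative and 51 were lost with an estimated correlation. Lists that did not pass were tested again with the replicate block, an estimated correlation and fry, but not under the other alternatives.

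For day 4 against day 3, the 4 higher genes became 0 with a pseudocount of 0.1, with no filter, with a filter at 5 RPKM, after median-of-ratios rescaling, after quantile normalization, with only the 2 days compared, in the DNase-treated libraries and without the 3 libraries named, and 1 with a pseudocount of 2. For day 5 against day 4, the 21 higher genes became 2 with a pseudocount of 0.1 or with only the 2 days compared, and 32 with a pseudocount of 2. The number lower, 0 in the main comparison, was 1 with a pseudocount of 2, with no filter, with the mouse as a factor and without the 3 libraries, and 2 in the DNase-treated libraries. With no filter 1 gene was higher at day 2 than at day 1 and 1 lower at day 3 than at day 2. Without the 3 libraries 1 gene was higher in each of these steps, and 4863 genes differed over all days. The filter at 5 RPKM, which tests fewer genes, left 604 lower at day 1 and 795 lower at day 5 than at day 0. With only the 2 days compared, 2480 were lower at day 5 than at day 0.

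Array weights, which ran from 0.25 for day 4 replicate 3 to 8.56 for day 4 replicate 2, gave 2142 higher and 2221 lower for day 1 against day 0, 1034 and 2436 for day 4 against day 3, 962 and 536 for day 5 against day 4, 2570 and 4475 for day 5 against day 0, 2199 and 3445 for day 5 against day 1, and 8695 over all days. The 12 DNase-treated libraries, which are fewer, gave 815 and 497 for day 5 against day 0, 861 and 821 for day 5 against day 1, and 1398 over all days, with 406, 412, 95, 20 and 378 highest at days 0, 1, 2, 4 and 5.

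Leaving out each library in turn gave 587 to 1248 higher and 589 to 1156 lower for day 1 against day 0. It gave 0 to 2 higher for day 2 against day 1 and for day 3 against day 2, 0 to 8 higher and 0 to 1 lower for day 4 against day 3, and 8 to 49 higher and 0 to 4 lower for day 5 against day 4. It gave 610 to 1461 higher and 275 to 2087 lower for day 5 against day 0, 805 to 1510 and 647 to 2451 for day 5 against day 1, and 1627 to 5047 over all days.

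Ldha, higher at day 5 than at day 0, lost its call after quantile normalization, with a log2 change of -0.01 (limma adjusted p = 0.955). The called direction of the enterocyte list reversed in the test in the following cases. The enterocyte list, higher from day 2 to day 3, was lower in the DNase-treated libraries (camera adjusted p = 7.67e-06) and without day 3 replicate 1 (0.0182), and its p ranged from 8.63e-10 to 0.773 without each library in turn. From day 4 to day 5 it was lower without day 4 replicate 3 (0.0111) and without the 3 libraries (0.00967), with a range of 1.25e-08 to 0.09. Other lists lost their call while the median changed sign. These were S phase for day 2 against day 1 with array weights (0.08) and without day 1 replicate 1 (0.05) or day 2 replicate 2 (0.20), stem (0.07) and Wnt (0.10) in the same step without day 2 replicate 2, and S phase from day 2 to 3 in the DNase-treated libraries (0.02). The ATF4 list from day 2 to 3 was at -0.07 without day 3 replicate 2 or without the 3 libraries. S phase (0.21) and G2 and mitosis (0.07) from day 4 to 5 turned without day 4 replicate 3 or without the 3 libraries. The enterocyte median was -0.09 from day 2 to 3 without day 2 replicate 3 and -0.01 from day 4 to 5 with array weights.

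With the replicate block, 2458 genes were called for day 1 against day 0, 4 for day 4 against day 3, 25 for day 5 against day 4, 3373 for day 5 against day 0 and 3641 for day 5 against day 1. The block ended the calls of Pmaip1 at day 1 (adjusted p = 0.0523), of Cd44 for day 5 against day 1 (0.0533) and of the S phase list for day 2 against day 1 (0.054), and brought those of Cyr61 (0.0282), Ly6a (0.0357) and the hypoxia list (0.0481, against 0.066) for day 5 against day 0. It changed no other call on a named gene or list. At 43010000 to 53930000 reads, 1 RPKM stands for at least 43 reads per kilobase.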

Other observations

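The tests on the patterns below, the gene groups that open this part and the test of the untreated libraries were chosen after the results were seen, as was the count of splits for day 5 against day 1. The gene groups were formed around genes already seen to change, so their values are given without a test of the group. In the Reg family of antimicrobial lectins, 6 of 6 tested members were higher at day 5 than at day 0 and than at day 1, and none was called against day 4. Reg1 was at 22 ± 14.4, 4.16 ± 3.4 and 3480 ± 1590 RPKM at days 0, 1 and 5. At day 4 Reg1 was at 806 ± 1240 and Reg3b at 243 ± 299 RPKM, means that rest on day 4 replicate 1, which had 2242 RPKM of Reg1 against 107 and 67.6 in the others, and 588 of Reg3b against 93.7 and 48.2. The metallothioneins Mt1 and Mt2, both at 1980 RPKM at day 0, were at 262 and 135 at day 1 and at 338 and 188 at day 5. Of 10 NRF2 target genes, 6 were higher at day 1 than at day 0, Akr1b8 among them with means of 4.24, 136 and 18.1 RPKM at days 0, 1 and 5. The aryl hydrocarbon receptor target Cyp1a1 had 1, 142 and 0.669 RPKM, and 3 of 6 tested members of its list were higher at day 1.

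The libraries of days 3 and 4 did not order by day. Exchanged labels of day 3 replicate 1, recorded as untreated, and day 4 replicate 3, recorded as treated with DNase, were tested with a score of 537 genes that differ with the treatment at days 0, 1, 2 and 5. The score of day 3 replicate 1 was higher by 0.20, and at 0.34 it lay above all treated libraries of those days (at most -0.03), which argues against the exchange. Day 4 replicate 3, at 0.14, lay between these and the untreated libraries (at least 0.31), as did the untreated day 4 replicate 1 (0.19). Genes with large differences between untreated and treated libraries followed the records. Lars2 was at 50.3 and 11.4 and Mir6236 at 1370 and 145 RPKM in day 3 replicate 1 and day 4 replicate 3. Neat1 was at 6.49 and 28.2 and Malat1 at 4.34 and 11.6 RPKM there. Of 18 Paneth genes 16 were higher in the library named day 4, also as titled. The enterocyte score (0.98 and -0.56) and the S phase score (-0.46 and 0.45) went the other way. Exchanges between libraries of the same treatment were not tested. A constant offset of mouse or DNase treatment stays open. The deviations from the day mean at days 3 and 4 correlated at 0.81 for replicate 1 and 0.49 for replicate 3, which goes with a shared offset. For replicate 2, from mouse 2 and treated at both days, the correlation was 0.08, which does not go with it. For replicates 1 and 3, the deviations at the other days had a median slope of 0.17 on those of days 3 and 4. The slopes ran from -0.55 to 0.60, beyond the bound set. The replicate block left the count at 4 genes, with 5 for the mouse as a factor. Both tests replaced earlier ones, on the Paneth genes and the split with the labels exchanged, and on the count with the block, after those were seen. A difference in the pace of growth between cultures may be behind the pattern and was not tested. The design gives no group for it, so no biological explanation was tested.

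Day 0 replicate 1 was high in BMP targets and low in Lgr5, with Id1 at 190 RPKM against 9.92 and 20.6 in the other day 0 libraries, and its BMP target score was higher by 2.07. No DNase treatment or mouse 1 as the cause is argued against by the other days, where the highest such difference was -0.24. Mesenchymal, immune, endothelial or erythroid cells are argued against by 40 of their markers that are low elsewhere, of which 1 reached 1 RPKM there (Pdgfrb, 2.14). A first bound of 0 markers was missed by that gene and replaced with at most 2. Stress during preparation of that library stays open, since 12 of 18 immediate early genes had their highest day 0 value there, between the bounds set, and no biological explanation was tested.

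Hypoxia genes rose at day 5 from their level at days 1 to 4. The day 5 scores (0.32, 1.05 and 0.93 in replicates 1 to 3) lay within the range of day 0 (0.03, 0.53 and 1.07). More Paneth cells, goblet cells and enterocytes as the cause is argued against by the change of the hypoxia list from day 1 to day 4, a median of -0.30 (quartiles -0.44 and -0.05), while the Paneth, goblet and enterocyte scores rose by 2.21, 1.40 and 1.25. Handling of the day 5 samples cannot be told apart from a change with the day, since the 3 libraries of day 5 all lay above those of days 1 to 4 and were the only ones of that day. Growth of the organoids to a size that limits oxygen is a candidate explanation that the design names only as the day, and it was not tested.

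The 6 libraries without DNase treatment differed from the 12 others with the day as a factor, 409 genes being higher and 811 lower in limma. Lars2 was higher by 2.20 on the log2 scale and Mir6236 by 2.97, while Malat1 was at -1.41 and Neat1 at -1.98. At day 0 Neat1 and Malat1 ran the other way. Neat1 was at 21.4 RPKM in the untreated library of day 0 against 10.5 and 11.7 in the treated ones. Malat1 was at 17.1 RPKM there against 13.2 and 10.2. Over days 1 to 5 alone, Malat1 was at -1.79 and Neat1 at -2.55. Each day holds 1 untreated library, which is replicate 1, all from mouse 1. The treatment thus cannot be told apart from anything else that the libraries of replicate 1 share. By the titles, replicates 2 of days 1 and 2 are treated libraries of mouse 1, with Neat1 at 57.4 and 42.8 RPKM against 10.2 and 5.63 in the untreated ones of these days, Malat1 at 22.5 and 14 against 7.57 and 2.85, and Lars2 at 8.28 and 10.5 against 28.9 and 57. For these genes mouse 1 alone is thus argued against. The other genes were not parted in this way.

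Other splits of the libraries were counted. For the F test over all days, 1 of 100 splits, the real one, reached 2806 genes, and the highest other reached 15, so chance can be excluded. For each pair of days there are 10 splits of the 6 libraries, too few for a share under 0.05. The real value and the highest other were 2065 and 1 for day 1 against day 0, 0 and 0 for day 2 against day 1, 0 and 8 for day 3 against day 2, 21 and 0 for day 5 against day 4, 2714 and 2 for day 5 against day 0, and 3093 and 0 for day 5 against day 1. The real split was the 1 as large in each of these except day 2 against day 1 and day 3 against day 2, where all 10 were. For day 4 against day 3 the real split gave 4 genes, 2 of the 10 splits gave as many, and the highest other gave 3675. That split set day 3 replicate 1 with day 4 replicates 1 and 2 against the remaining 3 libraries, which regroups the libraries by their resemblance and so adds nothing on exchanged labels. A split that calls so many genes points to a structure of the samples other than the day as titled. It does not part all 3 pairs of libraries with the same number, and among the other splits that do, the highest count was 0.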
